A study of Mus musculus with 6 samples.

How the data were processed

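Messenger and other long RNA was measured by sequencing of 6 libraries from mouse CD4+ effector T cells. The cells had been transferred into Rag-deficient mice, which make no T or B cells of their own, and were sorted from the mesenteric lymph nodes 6 weeks later. The sort used rhodamine 123 (Rh123), a fluorescent dye that the transporter Mdr1 pumps out of cells. Cells with low dye signal are named Mdr1+ and cells with high dye signal Mdr1-, and each fraction has 3 libraries. The labels give the strain background as FVB/N. Total RNA was purified on columns with DNase treatment and made into libraries with a stranded total RNA kit, per the labels' protocols. The sorted fraction, and the replicate number, were taken from the sample titles. The labels do not say whether the replicates came from separate mice or pools, so p-values measure the spread between these samples.

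The values used are raw read counts per gene symbol that the authors deposited in 1 table, with 23366 rows that name a gene. TopHat, HTSeq, DESeq2 and the mouse build mm9 are named in the submitters' processing notes, and their versions, the annotation and the strand setting are not given in the sources used here. No coordinates are given, because the reference at hand is of another build. The deposited table also holds HTSeq's classes of unassigned reads for replicates 1 and 2, which stayed out of library sizes and tests. Reads without a unique position made up 67.0% to 73.2% of all entries in those 4 libraries, and reads in no feature 13.2% to 19.7%. Genes that share reads with near-identical copies, such as histone and ribosomal protein genes, are therefore uncertain in level.

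The counts of replicate 3 were re-ordered before any test. In the deposited table the gene names and the columns of replicates 1 and 2 stand in case-sensitive alphabetical order, in which 19002 names (81.3%) stand at another row than in case-insensitive order. As deposited, the columns of replicate 3 had Spearman correlations across genes of 0.424 to 0.460 with those of replicates 1 and 2. Actb, chosen after its values were seen, had 0 counts in both columns. Placed in case-insensitive order of the same names, they had correlations of 0.926 to 0.936 for the Mdr1+ library and 0.958 to 0.962 for the Mdr1- library, against 0.957 to 0.969 among the other 4 libraries. Variants of that order that ignore hyphens or all punctuation place counts elsewhere on 78 to 128 rows, and on those rows they gave correlations of -0.20 to 0.13 with the summed other libraries, against 0.96 to 0.98 for the order used. The planned test was on the counts as deposited, so this step departs from the plan. It was chosen after the values were seen and before any group comparison was fitted, and results without it are given beside the main counts.

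Totals in genes were 2220691 to 20771456 counts per library, so a floor of 3 counts corresponds to between 0.144 and 1.35 CPM (counts scaled to the library total). Replicates of a group differed by more than sampling noise, with chi-square values per degree of freedom of 15.3 to 56.7, so no library was counted as a repeat of another. Tests used edgeR 4.0.16 (R 4.3.3): TMM scaling, filterByExpr by group, which left 10897 genes, and the robust quasi-likelihood F test with group as the only term. Fold changes are Mdr1+ over Mdr1- and are given as log2 fold change ± standard error. Adjusted p-values are Benjamini-Hochberg values over all tested genes, with a threshold of 0.05. CPM values in the comparisons are TMM-scaled.

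Whether the replicate numbers pair the samples was checked before the calls of the 2 fits were compared, on the deviations of log2 CPM from the group means, with a prior count of 2. Libraries with the same number had correlations across genes of 0.41, 0.57 and 0.21, and each library correlated best with the one of its own number. All 3 exceed 0.1, so the numbers were taken to pair the samples. The pairing comes from the data and the shared numbers, and the labels do not state it. Counts of calls and values from a fit with the replicate number as a block are given beside those without it where calls changed.

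Before the data were examined, 34 gene lists were fixed. They were 12 T cell programs (ABC efflux transporters, xenobiotic and bile acid sensing, Th1, Th17, Th2, Tfh, Treg, naive and central memory, cytotoxicity and NK receptors, gut homing and residency, effector cytokines, checkpoint receptors and exhaustion), 12 cell states (activation immediate early, cell cycle, glycolysis, nuclear-encoded oxidative phosphorylation, mitochondrially encoded transcripts, oxidative stress response, unfolded protein and integrated stress response, sterol biosynthesis, type I interferon response, apoptosis regulators, heat shock, cytosolic ribosomal proteins) and 10 lists of markers of T cells and of other cell types. Lists with at least 5 tested members were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, with an estimated correlation and fry as alternatives. The 23 program and state lists that could be tested were adjusted together, and the 2 testable marker lists among themselves. None of the mitochondrially encoded transcripts has a row in the table.

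The rule for named genes was also fixed at that stage. It takes Abcb1a and Abcb1b, the 12 largest rises and the 12 largest falls among genes past the threshold with an average log2 CPM of at least 2 and no overlap between the groups, and up to 4 members of each list with the smallest p, plus members of Th1, Th17, effector cytokines and xenobiotic and bile acid sensing that pass. Predicted genes, clone names and rearranged receptor segments were left out of the naming. Some genes that the rule takes are not reported here. Genes named outside the rule are marked as chosen after their values were seen.

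The procedure was tested on simulated counts for the comparison of Mdr1+ with Mdr1- cells, with 100 genes changed 2-fold and 100 changed 4-fold. On 10766 genes the fit without a block recovered 19 of the 100 2-fold and 80 of the 100 4-fold changes and called 0 unchanged genes. The blocked fit recovered 84 and 100 and called 12 unchanged genes. Simulated counts cannot show whether the replicate numbers pair the real samples, so these recoveries do not choose between the fits. Alternatives covered other scalings, DESeq2 1.42.0, limma-voom, other filters, a non-robust fit, a threshold against 1.5-fold, the block, a term for the naming style of the libraries, and leaving out each library and each replicate number.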

Results

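The study profiled CD4+ effector T cells from the mesenteric lymph nodes of Rag-deficient mice 6 weeks after T cell transfer, split by a sort on Rh123 efflux into Mdr1+ (dye low) and Mdr1- (dye high) cells. Each group had 3 libraries. The Mdr1+ libraries held 6358978, 20771456 and 2220691 counts in genes for replicates 1, 2 and 3, and the Mdr1- libraries held 9278109, 10530324 and 5862443. The Mdr1+ library of replicate 3, the shallowest, stood apart from the other 5 on the first principal component of log2 CPM, which carried 59.2% of the variance. The design implies 1 comparison, of Mdr1+ with Mdr1- cells from the same site, which asks how effector cells with and without Mdr1 activity differ in their transcripts.

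Mdr1+ cells had more transcript of the transporter's main gene, less of 21 of 27 tested cell cycle genes, of several Th17 genes and of the gut-homing receptor Ccr9, and more Eomes, Fasl, Ccl5, Bcl2 and Il7r. As groups, the cell cycle and Th17 lists passed camera at a preset correlation but not with an estimated correlation (adjusted p = 0.10 and 0.207). In edgeR's quasi-likelihood test 30 of 10897 genes were higher and 212 were lower in Mdr1+ cells. Of the genes that were lower, 120 differed by more than 4-fold. With the replicate number as a block, 633 genes were higher and 716 lower, and these included all 30 and all 212. Each of the 242 genes called without the block had no overlap between the 3 libraries of one group and the 3 of the other. Over all tested genes 19.7% had no such overlap, where chance gives 10%.

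Abcb1a and Abcb1b are the mouse genes that encode Mdr1, and they check the sort. Abcb1a was at 162 ± 26.3 CPM in Mdr1+ and 62.8 ± 18.0 CPM in Mdr1- cells (SD, n = 3 each), a log2 fold change of 1.37 ± 0.25 (adjusted p = 0.024). The ratios between libraries of the same number were 2.43, 3.14 and 2.43. The call of Abcb1a was lost in some fits that leave out a library or a replicate number, as given below. Abcb1b was at 93.9 ± 49.2 and 55.7 ± 27.0 CPM (SD, n = 3 each), a log2 fold change of 0.75 ± 0.48 that did not pass (adjusted p = 0.62). Its libraries differed mainly by replicate number, with ratios within numbers of 1.83, 1.66 and 1.52, and it passed with the block (0.74, adjusted p = 0.0046). A two-sided exact permutation test on CPM gave p = 0.1 for Abcb1a, the smallest that 3 against 3 allows, and p = 0.3 for Abcb1b.

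**Figure D1:**
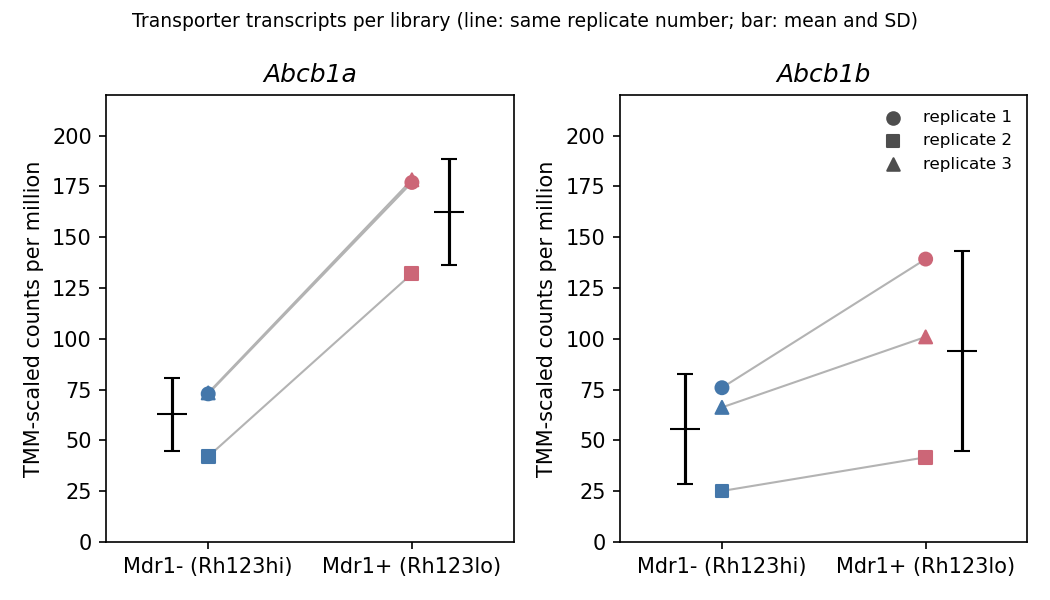
TMM-scaled CPM (y axis, linear from 0) of Abcb1a and Abcb1b in the Mdr1- and Mdr1+ libraries; symbols are libraries, grey lines join libraries of the same replicate number, and black bars are the mean and SD of 3 libraries. The Mdr1+ library is higher in every pair for both genes, and only Abcb1a has no overlap between groups.

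Genes of the cell cycle had the lowest median of the lists with at least 5 tested members. Of 27 tested members of that list 21 fell in Mdr1+ cells over all genes tested, 25 did when adjusted over the list alone, and 26 did with the block, the exception being Pcna, chosen after its values were seen. The list passed camera at the preset correlation (adjusted p = 1.8e-75) and not with an estimated correlation (adjusted p = 0.10). Without replicate 2 and without replicate 3, 12 and 0 of them fell in the fit without a block, with list medians of -2.12 and -2.51. With all libraries the median log2 fold change was -2.24, and all 27 members were lower in each of the 3 pairs. Mki67, a marker of cycling cells, was at 212 ± 31.8 CPM in Mdr1+ and 1231 ± 336 CPM in Mdr1- cells (log2 fold change -2.54 ± 0.25, adjusted p = 0.0037). Ccna2 and Ccnb2, cyclins of S phase to mitosis, fell by 3.23 and 2.92 on the log2 scale, and Rrm2, a subunit of the enzyme that makes deoxyribonucleotides, fell by 2.91.

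The rule for named genes took the 12 largest falls among genes with an average log2 CPM of at least 2 and no overlap between the groups. They included the linker histone genes Hist1h1a (27.5 ± 9.7 against 303 ± 104 CPM, SD, n = 3 each) and Hist1h1b (log2 fold change -3.31 ± 0.39), and the core histone genes Hist1h2bj, Hist1h2bc, Hist1h3c, Hist1h4j and Hist1h4b. E2f8, a repressor of the E2F family, was at 4.18 ± 0.63 against 41.8 ± 14.7 CPM (SD, n = 3 each). Ccnb1 (-3.74), the centromere protein gene Cenpp (-3.45), the DNA glycosylase gene Neil3 (-3.31) and the transcription factor gene Msc (-3.30) completed these 12. Except for Hist1h1a, Hist1h1b and E2f8, they lay under 2 CPM on average in Mdr1+ cells, where the depth of replicate 3 resolves little, and near-identical histone copies leave the levels of single histone genes uncertain.

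Of 16 tested Th17 genes 3 fell over all genes tested, 10 fell when adjusted over the list alone, and 10 fell with the block. The list's median was -1.07, with adjusted p = 2.9e-09 at the preset correlation and adjusted p = 0.207 with an estimated correlation. The count of 3 became 1 without the Mdr1+ library of replicate 1 or 2 or the Mdr1- library of replicate 1 or 3, and 5 without the Mdr1- library of replicate 2. It was 1 without replicate 1, and 0 without replicate 2 or 3. Ccr6, a chemokine receptor of Th17 cells, was at 7.32 ± 1.06 in Mdr1+ and 34.5 ± 8.6 CPM in Mdr1- cells (SD, n = 3 each; log2 fold change -2.20 ± 0.28, adjusted p = 0.0057). Ltb4r1, a leukotriene receptor gene, fell by 1.45 on the log2 scale (adjusted p = 0.046). The cytokine genes Il17a (-3.02 ± 0.68), Il17f (-2.69 ± 0.58) and Il22 (-2.76 ± 0.68) missed the threshold (adjusted p = 0.062, 0.051 and 0.096) and passed with the block (adjusted p = 0.0009, 0.0037 and 0.014).

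Ccr9, the receptor that directs T cells to the small intestine, was at 20.6 ± 4.8 in Mdr1+ against 117 ± 31.4 CPM in Mdr1- cells (SD, n = 3 each; adjusted p = 0.0038), and was the 1 of 16 tested genes of gut homing and residency that passed without the block. With the block Gpr18, Rgs2 and Gpr183 rose and Ccr9 and P2rx7 fell, Rgs2 and Gpr183 being chosen after their values were seen. Il9r, which encodes an interleukin 9 receptor chain, fell by 1.25 on the log2 scale (adjusted p = 0.019), 1 of 9 tested Th2 genes, and with the block Ccr4, chosen after its values were seen, fell too. None of 13 tested Tfh genes passed over all genes tested, 3 did when adjusted over the list alone (Btla, Pou2af1 and Cd200), and 6 fell with the block. Btla, an inhibitory receptor gene, had a log2 fold change of -1.04 ± 0.22 (adjusted p = 0.050 without the block and 0.00033 with it). The Th2 list (median -0.77) and the Tfh list (-0.59) passed at the preset correlation, with adjusted p = 0.332 for each with an estimated correlation. Of 18 effector cytokine genes 0 passed over all genes tested, 1 rose and 3 fell when adjusted over the list alone, and with the block 6 fell and 1, Il10, rose. Il10, an anti-inflammatory cytokine gene, was at 16.5 ± 4.0 in Mdr1+ against 4.47 ± 1.98 CPM in Mdr1- cells (SD, n = 3 each; adjusted p = 0.050 without the block and 0.0067 with it). The cytokine list (median -0.56) had adjusted p = 0.012, and adjusted p = 0.513 with an estimated correlation.

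Of 17 tested genes of cytotoxic T cells and NK cells 2 rose over all genes tested, 8 rose and 1 fell when adjusted over the list alone, and 7 rose and 1 fell with the block. The list's median was 0.81, with adjusted p = 2.5e-07 at the preset correlation and adjusted p = 0.118 with an estimated correlation. The gene that fell was Gzma, a granzyme gene chosen after its values were seen. Eomes, a transcription factor of cytotoxic and memory T cells, averaged 118 CPM in Mdr1+ and 30.8 CPM in Mdr1- cells (n = 3 each; log2 fold change 1.95 ± 0.33, adjusted p = 0.019). Fasl, the ligand of the death receptor Fas, was at 302 ± 33.8 and 107 ± 25.4 CPM (SD, n = 3 each; adjusted p = 0.0082). Prf1, which encodes perforin, and Ctsw, a protease gene of cytotoxic cells, had log2 fold changes of 1.75 ± 0.44 and 0.75 ± 0.17. They passed when adjusted over the list alone (adjusted p = 0.0116 and 0.0077), and over all genes tested only with the block (adjusted p = 0.0038 and 0.0013).

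Among Th1 genes 1 of 14 rose, the chemokine gene Ccl5 (257 ± 65.8 against 80.3 ± 14.4 CPM, SD, n = 3 each; adjusted p = 0.0071), and 5 rose with the block. Tbx21, which encodes the Th1 regulator T-bet, had a log2 fold change of 0.29 ± 0.15 that did not pass in either fit (adjusted p = 0.52 and 0.12). The Th1 list (median 0.34) passed at the preset correlation, with adjusted p = 0.207 with an estimated correlation. Of 16 genes of naive and central memory cells 2 rose, namely Bcl2, a survival gene (1.26 ± 0.18, adjusted p = 0.0084), and Il7r, which encodes the interleukin 7 receptor (1.22 ± 0.22, adjusted p = 0.025). Adjusted over the list alone 4 members rose and 1 fell, and with the block 6 rose and 2 fell. Without the block the list (median 0.22) had adjusted p = 0.0068, and adjusted p = 0.345 with an estimated correlation. Other large rises were in Cdh1 (2.04 ± 0.41), which encodes E-cadherin, S1pr5 (2.01 ± 0.37), a receptor gene for sphingosine 1-phosphate, Plekha6 (1.96), the guanylate-binding protein gene Gbp11 (1.88), the clock gene Per3 (1.78), Atp8b4 (1.59) and Ust (21.6 ± 6.5 against 7.49 ± 1.26 CPM, SD, n = 3 each).

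The lists nearest to the sort's theme did not pass as groups. Of 15 tested ABC efflux transporter genes only Abcb1a passed over all genes tested. Adjusted over the list alone, Abcc3 also passed, lower in Mdr1+ cells (log2 fold change -1.66 ± 0.46). With the block Abcb1a, Abcb1b and Abcg1 rose and Abcc3 fell. The list as a whole did not pass without the block (adjusted p = 0.27) or with it (adjusted p = 0.071). Of 9 tested genes of xenobiotic and bile acid sensing 0 passed, and 1, Nr1h2, an oxysterol receptor gene, passed with the block (0.40, adjusted p = 0.033). That list did not pass either (adjusted p = 0.52), and its median (0.30) and mean (-0.06) differ in sign. The other 12 of its 21 genes were too low to test.

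The oxidative phosphorylation list had a median of -0.38 (adjusted p = 0.00031, and adjusted p = 0.471 with an estimated correlation), with 0 of 30 members past the threshold and 10 lower with the block, among them Cox5a (-0.68 ± 0.20) and Atp5a1 (-0.52 ± 0.17). Sterol biosynthesis had a median of -0.41 (adjusted p = 0.015, and adjusted p = 0.207 with an estimated correlation), with 0 of 19 members past the threshold and 4 lower with the block. Type I interferon genes had a median of 0.35 (adjusted p = 0.0038, and adjusted p = 0.366 with an estimated correlation). Irf7, a regulator of interferon genes, was the 1 of 20 members that rose (0.92 ± 0.16, adjusted p = 0.022), and 3 rose with the block, but the list's median within replicate 3 was -0.09. Heat shock genes (median 0.38), ribosomal protein genes (0.23) and apoptosis regulators (0.08) passed at the preset correlation, with adjusted p = 0.394, 0.486 and 0.266 with an estimated correlation. Fasl and Bcl2 were the calls among the 19 apoptosis regulators, Bak1 also fell when adjusted over the list alone, and 5 rose and 1 fell with the block. With the block 4 of 11 heat shock genes rose (Hsph1, Dnajb1, Hspa1a and Hspa1b, the last pair chosen after their values were seen) and 1 of 25 ribosomal protein genes (Rps24), with 0 called in either list without it.

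The other lists did not pass: Treg (adjusted p = 0.34), gut homing and residency (0.65), checkpoint receptors and exhaustion (0.64), activation immediate early (0.63), glycolysis (0.52), oxidative stress response (0.062) and unfolded protein and integrated stress response (0.65). For gut homing, checkpoint receptors and the unfolded protein response, median and test differ in sign. With the block 3 Treg genes rose and 2 fell, 1 checkpoint gene rose and 2 fell, 4 activation genes rose and 5 fell, 4 glycolysis genes fell, 1 oxidative stress gene rose and 3 fell, and 2 genes of the unfolded protein response rose and 2 fell. Without it 1 gene of these 6 lists was called. Adjusted over the list alone, 1 Treg gene rose, 1 checkpoint gene rose and 1 fell, 1 glycolysis gene fell, 2 oxidative stress genes fell, and 1 gut homing gene (Gpr18) rose and 1 (Ccr9) fell. Nqo1, a quinone reductase gene, was the 1 oxidative stress gene that fell (0.118 ± 0.102 against 2.43 ± 0.22 CPM, SD, n = 3 each; adjusted p = 0.032). Within checkpoint receptors, Entpd1, which encodes the ectonucleotidase CD39, had a log2 fold change of 1.03 ± 0.22 (adjusted p = 0.053, and 0.0044 with the block).

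**Figure D2:**
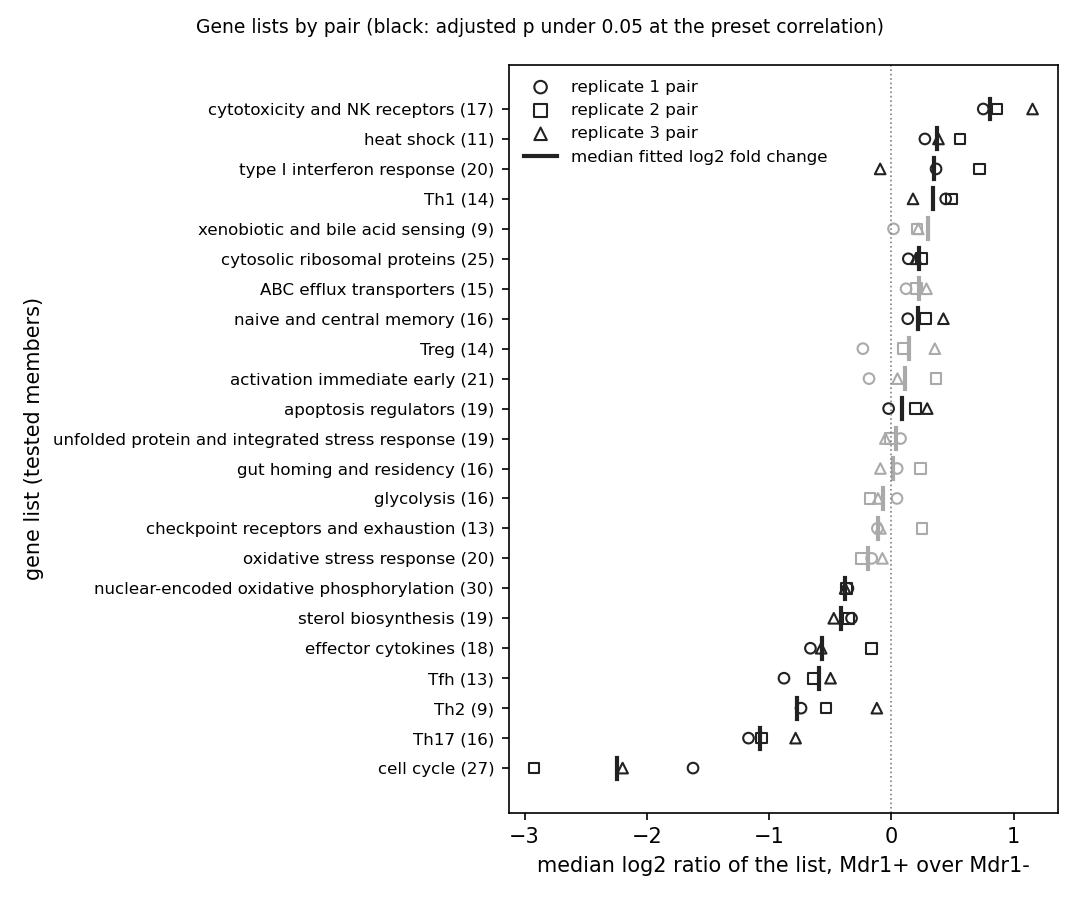
Median log2 ratio of Mdr1+ over Mdr1- (x axis) of each T cell program and cell state list with at least 5 tested members (y axis, number tested in parentheses); open symbols are the 3 pairs of the same replicate number, bars the median fitted log2 fold change, and black marks lists with an adjusted p under 0.05 in camera at the preset correlation, none of which passed with an estimated correlation. The cell cycle list lies lowest in all 3 pairs, from -2.92 to -1.62, and the cytotoxicity list highest, from 0.75 to 1.15.

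Markers of the sorted cells did not differ as a group. T cell identity genes had a median log2 fold change of 0.07 (0 of 14 past the threshold, adjusted p = 0.44), and Cd4 was at 1046 to 1128 CPM in every library before TMM scaling. Of 7 tested dendritic cell genes 0 passed over all genes tested, 1 fell when adjusted over the list alone, and 2, Cd74 and H2-Aa, fell with the block. The list had adjusted p = 0.030, and adjusted p = 0.580 with an estimated correlation. Its median of -1.09 is the value of Ccl22 (-1.09 ± 1.35), and with the block the median was -0.47 (adjusted p = 0.048). Cd74 was at 25.3 ± 7.6 against 53.8 ± 7.5 CPM (SD, n = 3 each; adjusted p = 0.056, and 0.0043 with the block). Among markers of other cells Acta2, a smooth muscle actin gene, fell (0.09 ± 0.16 against 4.94 ± 1.27 CPM, SD, n = 3 each; adjusted p = 0.018). Cdh5 and Pecam1, listed with it as stromal and endothelial markers, did not pass. Cdh5 had a log2 fold change of -2.51 with no overlap between groups (adjusted p = 0.116, and 0.059 with the block). Pecam1 had one of 0.19 (adjusted p = 0.79). Cdh1, listed as an epithelial marker, rose. The epithelial markers Epcam (1.25, adjusted p = 0.63) and Krt18 (-1.27, adjusted p = 0.45) did not pass and differed in sign. The Mdr1- library of replicate 3 held myeloid transcripts before TMM scaling: Il1b at 36.8, Cd14 at 23.7 and Lyz2 at 14.7 CPM, against at most 3.60, 0.901 and 1.62 CPM in the other 5 libraries. Lyz2 fell with the block (adjusted p = 0.046), and Cd4, Il1b and Cd14 were chosen after their values were seen. Cd79a, a B cell gene, was at 10.8 CPM in the Mdr1+ library of replicate 3. Cd22, also listed as a B cell marker, was at 13.0 ± 7.4 in Mdr1+ and 5.85 ± 2.09 CPM in Mdr1- cells (SD, n = 3 each), with no overlap between groups. It did not pass without the block (adjusted p = 0.33) and rose with it (log2 fold change 1.11, adjusted p = 0.037). CD8 and gamma delta T cell, plasma cell and red blood cell markers reached at most 1.71, 3.15 and 0.315 CPM in any library, and had no tested members. Only 4 of 10, 6 of 12 and 7 of 10 genes of these lists have a row, so the low maxima do not exclude such cells. Markers of B cells, macrophages and monocytes, neutrophils, stromal and endothelial cells and epithelial cells had 3, 4, 1, 3 and 3 tested members, too few for a test.

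Without a block, leaving out replicate 1 gave 3 higher and 108 lower genes and leaving out replicate 2 gave 5 and 43. Leaving out replicate 3, whose columns were re-ordered, gave 0 in either direction in edgeR. That fit had 904 genes at an unadjusted p under 0.05, against 856 and 985 without replicates 1 and 2. The same 4 libraries with the block gave 1131 higher and 1347 lower genes, including all 30 and 189 of the 212. The blocked fit of these libraries has 1 library per group and replicate number, so few residual degrees of freedom remain. On simulated data it called 26 unchanged genes, which cannot show whether the numbers pair the real samples. As deposited, the table gave 0 calls (108 at an unadjusted p under 0.05), and among 1297 tested genes whose row is the same in both orders 6 were higher and 47 lower, including all 5 and all 38 that are called among them with the full table. Leaving out single libraries left 1 to 15 genes higher and 75 to 196 lower, the fewest without the Mdr1- library of replicate 3, and Abcb1a lost its call without the Mdr1- library of replicate 3, the Mdr1+ library of replicate 3 or the Mdr1+ library of replicate 1 (adjusted p = 0.088, 0.066 and 0.053). The 2 styles of library name in the labels set replicates 1 and 2 apart from replicate 3, which has 1 library per group and so gives no test of its own; a term for the style gave 25 higher and 166 lower genes.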

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

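The plan was to use the counts as deposited, and the re-ordering of replicate 3 was chosen after the data were seen. The comparison with the table as deposited, and the fits on unmoved rows, on thinned counts and on replicates 1 and 2 with a block, were added then; the other alternatives were listed beforehand and run on the re-ordered counts. None of the 242 genes called higher or lower had overlap between the groups, so leaving out libraries could hardly reverse their sign. All 242 kept it in each alternative listed beforehand, while as deposited 237 of the 238 that were tested did. The exception, named after its values were seen, was Hmmr, at -3.22 with the re-ordered counts and 0.055 as deposited. Scaling by RLE or upper quartile, limma-voom, a filter of 1 CPM in 3 libraries, a non-robust fit, the naming term and thinning to the smallest library kept both counts within 1.5 times. Genes higher in Mdr1+ cells came to 103 with DESeq2, 52 with no filter and 5 against a fold change of 1.5, and genes lower to 382 with DESeq2 and 116 against that fold change. The split of calls shifted toward higher genes with the replicate block, which gave 633 higher and 716 lower, and for Abcb1b a log2 fold change of 0.74 that passed. With the block on replicates 1 and 2, a fit with few residual degrees of freedom, the counts were 1131 and 1347, and Abcb1b was at 0.79 and passed. The block changed no camera call of a gene list and lost no gene called without it. With fry in one direction it ended the call of the cell cycle list (adjusted p = 0.027 without and 0.070 with the block). It brought calls for Th17 (0.103 and 0.030), oxidative phosphorylation (0.126 and 0.030) and sterol biosynthesis (0.064 and 0.030), and changed no other fry call. Leaving out libraries or replicates gave 0 to 15 genes higher, 0 to 196 lower and 10 to 14 lists, and a log2 fold change of 1.15 to 1.504 for Abcb1a and 0.29 to 1.12 for Abcb1b. Abcb1a lost its call without replicate 1 and without replicate 3 (adjusted p = 0.106 and 0.253) and without the libraries named in the report; these fits have fewer samples. As deposited, 0 genes were higher, 0 lower and 9 lists passed, and Abcb1a was at 0.83 and did not pass; most counts of replicate 3 then stand beside another gene's name. Over the alternatives listed beforehand, on the re-ordered counts, the adjusted p of Abcb1a was 3.8e-05 to 0.253 and that of Abcb1b 0.0046 to 0.953. Of 23 lists, 14 passed at the preset correlation, 0 with an estimated correlation, 2 with fry in one direction without the block (cell cycle, and cytotoxicity and NK receptors) and 18 with fry in either direction; adjusting them together with the marker lists left the count within 1.5 times.

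Several genes that did not pass in the unblocked fit changed sign in another one, and the cause was not tested. Ccr2 was at -0.00098 with RLE, -0.0045 with upper quartile, -0.0035 with DESeq2, -0.014 with the 1 CPM filter and -0.061 thinned, and Cd79a at -0.058 with limma-voom. Pecam1 was at -0.065 with the block on replicates 1 and 2. Over fits that leave out samples the ranges were -0.19 to 0.28 for Ccr2, -0.75 to 3.13 for Cd79a, -0.075 to 0.247 for Ctss, -0.012 to 0.351 for Cd3e, -0.082 to 0.450 for Cd68, -0.083 to 0.318 for Pecam1 and -2.47 to 0.97 for Ccl22. As deposited, Ikzf4 was at -0.35, Prf1 at -0.12, Il22 at 0.37, Srxn1 at 0.082, Ccr2 at -0.12, Mpo at -0.62 and Pecam1 at -0.074. Depth limits the low genes most: 3 counts are 1.35 CPM in the shallowest library and 0.144 CPM in the deepest.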

Other observations

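The gene families here were picked by name after the ranking of genes was seen, and the tests of these families, of the row order, of markers of other cells and of clock genes were chosen after the results they measure were seen. The fit without replicate 3, the test of the oxidative phosphorylation list and the splits of the samples were planned, but the first and second were set against the cell cycle list only after their values were seen. Among the 8 families, replication-dependent histone genes had the most falls by count, and MCM helicase genes by share. Of 49 tested histone genes 23 were lower in Mdr1+ cells and 0 higher, with a median log2 fold change of -2.60 (Fisher's exact test against all tested genes, adjusted p = 4.0e-26 over 8 families). Kinesin genes (9 of 26 lower), centromere protein genes (6 of 18), MCM helicase genes (7 of 10) and Fanconi anaemia genes (2 of 10) also held falls, with adjusted p = 2.1e-09, 1.5e-06, 4.4e-10 and 0.024. With the block the lower genes of the 5 families came to 39, 10, 9, 7 and 3. Genes of a family are not independent, and several of these also stand in the cell cycle list.

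With the replicate block, 3 of the 8 families held more higher genes than others. The families were picked after the ranking of genes was seen, so the p-values here only describe that pick. Of 82 small nucleolar RNA genes 16 were higher and 0 lower (adjusted p = 6.4e-05), and 54 were higher in all 3 pairs. These libraries measure messenger and other long RNA, and whether the reads came from the small nucleolar RNAs themselves was not tested. Of 11 guanylate-binding protein genes, which interferon induces, 6 were higher (adjusted p = 6.4e-05). Gbp9 had a log2 fold change of 0.82 and Gbp2 of 0.61 in that fit, both chosen after their values were seen. Of 8 Gimap genes, GTPase genes of lymphocytes, 3 were higher (adjusted p = 0.023). In all 3 pairs 3 Gimap genes were higher and 1 lower, and the family's median was 0.26, 0.39 and -0.08 in pairs 1, 2 and 3. Without the block 0, 1 and 0 genes of these families were called.

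The columns of replicate 3 did not follow the other libraries by gene name as deposited. If other cells or failed libraries were the cause, no order of the rows would bring them close, but the highest correlation after case-insensitive ordering was 0.962, which argues against both. The lowest was 0.926, consistent with values saved in another row order. The authors' own file from before the table was assembled would settle it.

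The negative median of the cell cycle list was weighed against 3 technical explanations. Counts of replicate 3 given to wrong genes are argued against by the median without replicate 3, which was -2.51. Cycling cells of another type in the Mdr1- fraction stay open: markers of other cells that were higher in Mdr1- libraries summed to an excess of 104 CPM, 2.79% of the 3739 CPM by which the cell cycle list exceeded (net over all such markers, 62.0 CPM), but no table here gives the share such cells would bring. It also stays open that Rh123 collects in mitochondria, so dye signal may follow mitochondrial content besides efflux, and cycling cells may then sort as dye high. The oxidative phosphorylation list had a median of -0.38, the direction this needs. Of its 30 members 22 were lower and 2 higher in all 3 pairs. With the block 10 members were lower, and fry in one direction passed (adjusted p = 0.030). Camera with an estimated correlation did not pass without the block (adjusted p = 0.471) or with it (adjusted p = 0.269). Neither of these 2 explanations can be told apart from a lower share of cycling cells among cells that express Mdr1, which no test here addressed.

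Clock genes may be higher in Mdr1+ cells as a set, a hypothesis prompted by Per3 (log2 fold change 1.78), Tef (0.91) and, with the block, Nr1d2 (1.03). Of the other 11 tested clock genes 9 had a positive log2 fold change, with a median of 0.33, and 0 passed in either fit. Camera gave p = 0.036 at the preset correlation and p = 0.284 with an estimated correlation, which leaves the question open. An earlier version of the test that left out only Per3 and Tef was run first and also held Nr1d2, which had been seen. Its camera p was 0.013 at the preset and 0.233 with the estimated correlation.

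The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 30 genes higher and 212 lower, where the highest of the other 9 gave 0 in either direction, so 1 of 10 splits gave as many. It gave 14 lists past the threshold, the highest other split 10, and 1 of 10 gave as many. With the block, among the 4 splits that part all 3 pairs, the real one gave 1349 genes and the other 3 gave 0.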
